# M^6^A RNA Methylation Mediates NOD1/NF-kB Signaling Activation in the Liver of Piglets Challenged with Lipopolysaccharide

**DOI:** 10.3390/antiox11101954

**Published:** 2022-09-30

**Authors:** Menghui Xu, Ruhao Zhuo, Shengxiang Tao, Yaxu Liang, Chunru Liu, Qingyang Liu, Tian Wang, Xiang Zhong

**Keywords:** m^6^A modification, NOD1, NF-κB, inflammation, immune, oxidative stress, piglet

## Abstract

N^6^-methyladenosine (m^6^A) is the most abundant internal modification that widely participates in various immune and inflammatory responses; however, its regulatory mechanisms in the inflammation of liver induced by lipopolysaccharide in piglets remain largely unknown. In the present study, piglets were intraperitoneally injected with 80 μg/kg LPS or an equal dose of sterile saline. Results indicated that LPS administration increased activities of serum alanine aminotransferase (ALT), induced M1 macrophage polarization and promoted secretion of inflammatory cytokines, and finally led to hepatic lesions in piglets. The NOD1/NF-κB signaling pathway was activated in the livers of the LPS group. Moreover, the total m^6^A level was significantly elevated after LPS treatment. MeRIP-seq showed that 1166 and 1344 transcripts contained m^6^A methylation in control and LPS groups, respectively. The m^6^A methylation sites of these transcripts mainly distributes in the 5′ untranslated region (5′UTR), the coding sequence (CDS), and the 3′ untranslated region (3′UTR). Interestingly, these genes were mostly enriched in the NF-κB signaling pathway, and LPS treatment significantly changed the m^6^A modification in NOD1, RIPK2, NFKBIA, NFKBIB, and TNFAIP3 mRNAs. In addition, knockdown of METTL3 or overexpression of FTO both changed gene levels in the NOD1/NF-κB pathway, suggesting that activation of this pathway was regulated by m^6^A RNA methylation. Moreover, the alteration of m^6^A RNA methylation profile may be associated with the increase of reactive oxygen species (ROS), HIF-1α, and MAT2A. In conclusion, LPS activated the NOD1/NF-κB pathway at post-transcriptional regulation through changing m^6^A RNA methylation, and then promoted the overproduction of proinflammatory cytokines, ultimately resulting in liver inflammation and damage.

## 1. Introduction

The widespread presence of microorganisms in the diet and living environment, including pathogens and non-pathogens, frequently induce immune and oxidative stress in the body, leading to immune dysfunction, metabolism disorder, and even diseases, which indubitably affect the health of animal and human. The liver is rich in immune cells such as macrophages and lymphocytes, and it therefore is considered an important immune organ and plays a vital role in the defense against bacteria and related toxic products, such as lipopolysaccharide (LPS) [1]. As a major component of cytoderms of Gram-negative bacteria, LPS can first be recognized by pattern-recognition receptors (PRRs) resided in liver Kupffer cells, which in turn activate corresponding signal transduction pathways [2] and produce mounts of inflammatory mediators, such as TNF-α, IL-1β, etc. [3]. The overproduction of proinflammatory cytokines inevitably lead to liver lesions, for instance cytoplasm vacuolization, nuclear distortion, and abnormal hepatic lobule structure [4,5], thereby causing growth retardation, morbidity even death of pigs. The nucleotide-binding oligomerization domain (NOD)-like receptor (NLR) family, a prominent class of cytosolic PRRs, mainly include NOD1, NOD2, and NOD-like receptor forming inflammasomes [6,7]. NOD1 is extensively expressed in various parenchymal and nonparenchymal hepatic cells, such as hepatocytes, Kupffer cells, and neutrophils [8,9]. When piglets are exposed to pathogens, NOD1 could sense bacterial products in the host cytosol, activate the nuclear factor κB (NF-κB) and mitogen-activated protein kinase (MAPK) signaling pathways, and stimulate the expression of inflammatory mediators [10,11,12]. In recent years, emerging studies have showed that overexpression of NOD1 is associated with liver damage induced by LPS; however, its mechanisms are still mainly unclear in piglets, particularly on post-transcriptional gene expression mediated by m^6^A RNA methylation.

N^6^-methyladenosine (m^6^A) is the most pervasive internal modification occurring in eukaryotic mRNA [13], affecting RNA biological processes, including splicing, transport, degradation, and translation [14,15,16]. Dynamic and reversible m^6^A RNA methylation is regulated by methyltransferases and demethylases [17]. Methyltransferases, also called “writers”, primarily contain METTL3, METTL14, and Wilms tumor 1-associated protein (WTAP) with the function of methyl installation. The m^6^A modification are removed by demethylases, also known as “erasers”, including FTO and ALKBH5. Additionally, RNA-binding proteins, so-called “readers”, mainly include nuclear YTHDC1, IGF2BP1/2/3, HNRNPC and cytoplasmic YTHDC2, YTHDF1/2/3. These readers are equipped to recognize and bind to m^6^A motif, thereby executing its modification function [18,19,20]. M^6^A RNA methylation plays a critical role in inflammatory response induced by immune stress. It was reported that immunological stress caused by LPS stimulation could affect mRNA m^6^A levels [21,22,23]. Moreover, m^6^A manipulation by knockdown, depletion, or overexpression of methyltransferases, demethylases or “readers” changed the expression of genes associated with inflammation, followed by influencing inflammatory progression. METTL3 deletion increased the expression of MyD88S and inhibited the activation of the NF-κB and MAPK signaling pathways in LPS-stimulated human dental pulp cells (HDPCs) [24]. Silencing FTO inhibited NLRP3 inflammasome-mediated IL-1β expression through FoxO1/NF-κB signaling, thus decreasing macrophage activation [25]. Hou et al. reported that YTHDF2 acted as a “rheostat”, and its reduction triggered inflammation reactions and vascular hyperplasia in hepatocellular carcinoma (HCC) [26]. Nevertheless, the biological importance of m^6^A modification under immune stress and its underlying regulatory mechanisms remain vague in piglets.

Therefore, in the current study, we seek to determine the roles and profiles of m^6^A RNA methylation involved in liver inflammation induced by LPS in piglets, which will provide a new perspective on protecting liver health in inflammatory condition.

## 2. Materials and Methods

### 2.1. Animals and Treatment

All the experimental protocol and procedures were conducted on the basis of the Chinese Guidelines and Animal Welfare and were approved by the Animal Ethics Committee of Nanjing Agricultural University (Permit number SYXK-2017-0027). Twelve male piglets in the growing stages (Duroc × Large White × Landrace; 14.70 ± 0.98 kg BW) were randomly assigned to two treatment groups: the control (CON) group and the Lipopolysaccharide (LPS) group. Then, six piglets in the LPS group received intraperitoneal injection with 80 μg/kg LPS (Sigma-Aldrich, L2880, St. Louis, MO, USA) [27], while the remaining six piglets in the CON group were given an equal dose of sterile saline. At 4 h after injection with LPS or sterile saline, blood samples of piglets were collected by jugular venipuncture. Piglets were sacrificed by the exsanguination after electrical stunning. The liver tissue was immediately harvested and fixed in formalin for follow-up histological analysis. Samples were snap-frozen immediately in liquid nitrogen and stored at −80 °C for further analysis.

### 2.2. Cell Culture

The HepG2 cell line used in the present study was purchased from American Type Culture Collection (ATCC, Manassas, VA, USA). Cells were cultured in DMEM (Gibco, Gaithersburg, MD, USA, 11965) containing 10% fetal bovine serum (Gibco, Gaithersburg, MD, USA) and 1% penicillin/streptomycin (Gibco) and incubated at 37 °C under 5% CO_2_.

### 2.3. siRNA and Plasmid Transfection

Human METTL3 siRNA and control siRNA were synthesized by GenePharma (GenePharma, Shanghai, China) (siMETTL3, 5′-CTGCAAGTATGTTCACTATGA-3′). siRNAs were transfected into HepG2 cells by using Lipofectamine^TM^ RNAiMAX (Invitrogen, Carlsbad, CA, USA). The plasmid including pcDNA-FTO and a pcDNA control vector were transfected into HepG2 cells using Lipofectamine LTX Plus (Invitrogen, Carlsbad, CA, USA) following the manufacturer’s instructions. Cells were transfected at 60–80% confluence and collected 24 h after the transfection.

### 2.4. Serum Biochemical Parameters

Activities of serum alanine aminotransferase (ALT Activity Testing kit, no. C009-2-1) and aspartate aminotransferase (AST Activity Testing kit, no. C010-2-1) were determined by a microplate reader (Thermo Scientific, Wilmington, DE, USA) at 510 nm detection wavelength according to the manufacturer’s instructions (Nanjing Jiancheng Bioengineering Institute, Nanjing, China).

### 2.5. Liver Cytokine Quantification

The concentrations of TNF-α, IL-1β, and IL-10 in the liver and plasma were quantified by using enzyme-linked immunosorbent assay kits purchased from Jiangsu MeiMian Industrial Co., Ltd. (Yancheng, Jiangsu, China). All procedures strictly complied with the manufacturer’s protocol.

### 2.6. Liver Histologic Observation

Harvested liver sections were placed into 4% paraformaldehyde solution for fixation. After soaking for 24 h, those tissues were dehydrated by using a series of ethanol and xylene solutions, and then were embedded in paraffin. After cutting into 5 micron-thick by slicer, the specimen was stained with hematoxylin-eosin (HE). Subsequently, the histomorphology of livers were observed and evaluated by microscope (Nikon ECLIPSE 80i, Nikon Corporation, Tokyo, Japan).

### 2.7. Immunofluorescence

Liver segments of piglets were subjected to immunofluorescence staining. Briefly, six micron-thick slices were obtained from paraffin-embedded livers. Xylene and a series of alcohols were used for section dewaxing. After being soaked in citrate antigen retrieval solution (Beyotime Biotechnology, P0081, Shanghai, China), 0.3% Triton X-100 (Beyotime Biotechnology, ST797), and 3% H2O2-methanol, slices were blocked with 5% BSA for 1–2 h at room temperature. Next, specimens were incubated at 4 °C overnight with rabbit-anti-F4/80 (Servicebio, GB113373, Gent, Belgium) and cultured for 1 h with the secondary antibody, Alexa Fluor Plus 647 goat anti-rabbit IgG (Invitrogen, A32733). After all antigens had been labeled, nuclei were stained with Hoechst 33342 (Invitrogen, H3570). Images were acquired using a confocal laser scanning microscope (Carl Zeiss, Oberkochen, Germany) and analyzed by ImageJ program V1.8.0.112 (National Institutes of Health, Bethesda, MD, USA).

### 2.8. Measurement of ROS

The amount of reactive oxygen species (ROS) in the liver was acquired by dihydroethidium (DHE) staining. Firstly, 5-μm cryosections obtained from snap-frozen liver tissues were stained with ROS dye (Servicebio, Wuhan, China, CAS: GDP1018) and incubated at 37 °C for 30 min in a dark place. Next, the DAPI dye cover sections and stain cell nucleus for 10 min at room temperature in the dark. The portions were sealed by anti-fluorescence quenching sealed tablets after PBS three times washing. Finally, the image of sections was gained under a fluorescence microscope (LSM 700-Zeiss, Zeiss Corporation, Jena, Germany), and the fluorescence level of ROS was assessed by an Image-Pro Plus 6.0 (Media Cybernetics, Rockville, MD, USA) software.

### 2.9. RNA Isolation, Real-Time qPCR

Total RNA was isolated from 50-mg liver samples using TRIZol reagent (TaKaRa, Otsu, Shiga, Japan, CAS: 9108) in accordance with the manufactures’ protocol. The concentration, integrity, and purity of extracted total RNA were quantified by Thermo NanoDrop 2000 Ultra Trace visible spectrophotometer (Thermo Fisher, Waltham, MA, USA). Subsequently, 1 µg of RNA were reverse-transcribed into complementary DNA (cDNA) using the PrimerScript RT reagent kit (TaKaRa, Otsu, Shiga, Japan, CAS: RR036A). With 2-μL diluted complement DNA, real-time quantitative PCR (RT-qPCR) were performed to calculate the expression of target genes utilizing the ABI StepOnePlus^TM^ PCR system. The RT-qPCR thermal profile was as follows: 3 min at 95 °C, 40 cycles of 10 sec at 95 °C, and 30 s at 60 °C. All primers that appeared in this study were showed in Table 1. The relative transcript level of target genes was assessed by the 2^−∆∆Ct^ method after selecting GAPDH as a reference gene.

### 2.10. Western Blot

Total protein of liver was extracted using a radio-immunoprecipitation assay (RIPA) buffer (Beyotime Biotechnology, P0013B) containing inhibitors for proteases and phosphatases. The protein concentrations were determined by BCA Protein Assay kit (Beyotime Biotechnology, P0012). A total of 30-µg proteins was electrophoresed in 4–12% SDS-PAGE gels and then transferred onto immobile membrane (PVDF membrane, Merck Millipore, Darmstadt, Germany, CAS: IPVH00010). The membranes were blocked with 5% non-fat dry milk in Tris-buffered saline Tween-20 buffer (TBST) for 2 h, and incubated at 4 °C overnight with anti-METTL3 (Abcam, Cambridge, UK, ab240595, 1:4000), anti-ALKBH5 (Proteintech, Rosemont, IL, USA, 16837-1-AP, 1:5000), anti-YTHDF2 (Proteintech, 24744-1-AP, 1:10000), anti-NOD1 (ABclonal, Woburn, MA, USA, A1246, 1:1000), anti-RIPK2 (Proteintech, 15366-1-AP, 1:1000), anti-IKB-α (Proteintech, 10268-1-AP, 1:2000), anti-P-p65 (Affinity, West Bridgford, UK, AF2006, 1:1000), anti-HIF-1α (Proteintech, 20960-1-AP, 1:5000), anti-MAT2A (Proteintech, 55309-1-AP, 1:2000), anti-β-actin (Proteintech, 60008-1-Ig). Next, after washing three times with TBST, the membranes were cultured for 90 min at room temperature with appropriate secondary antibodies, including 1:6000-dilution of goat anti-mouse (Abcam, ab205718) and goat anti-rabbit (Abcam, ab205719). The blots were detected with an enhanced chemiluminescence substrate kit (Biosharp, Hefei, China). Finally, images were captured by a luminescence image analyzer LAS-4000 system (Fujifilm Co., Ltd. Tokyo, Japan) and the band density was quantified with ImageJ program V1.8.0.112 (National Institutes of Health, Bethesda, MD, USA). β-actin was used as internal control.

### 2.11. Quantitative Analysis of Total m^6^A

The m^6^A levels of total RNA were assessed by using an EpiQuikTM m^6^A RNA methylation quantification kit (Epigentek; Wuhan, China, CAT. No. p-9005) according to the manufactures’ protocol. Briefly, 200 ng aliquots of RNA were extracted from liver tissues. Negative control, positive control, and RNA samples were bound to strip wells using RNA high binding solution. Then, capture and detect antibodies were added into the mixed solution. After the detected signal was enhanced, the OD intensity of m^6^A was quantified at 450 nm absorbance in a microplate spectrophotometer (Thermo Fisher, Waltham, MA, USA).

### 2.12. RNA-seq and MeRIP-seq

Total RNA was extracted from piglets’ livers with TRIZol reagent (TaKaRa, Otsu, Shiga, Japan, CAS: 9108) in accordance with the manufactures’ protocol, and then polyadenylated RNA was enriched by using PolyATtract^®^ mRNA Isolation System III (Promega). Next, the mRNA was sonicated on ice to yield RNA fragments. Partial mRNA samples were saved as input control and performed RNA-seq. A total of 5 µg fragmented mRNA was incubated with 12 µg anti-m^6^A antibody (Synaptic Systems) in 1 × IP buffer (10 mM Tris-HCl, pH 7.4, 150 mM NaCl, and 0.1% lgepal CA-630) for 2 h at 4 °C. Subsequently, the m^6^A-IP mixture was incubated with prepared protein A beads for additional 2 h at 4 °C on a rotating wheel, and after that, bound mRNA was eluted with 100 µL elution buffer (6.7 mM N^6^-Methyladenosine-5′-monophosphate sodium salt in IP buffer) and precipitated by ethanol and sodium acetate. Finally, both the m^6^A-IP samples and the input samples were carried out first-stand cDNA synthesis, and sequencing then was conducted on Illumina NovaSeq 6000 according to the manufactures’ instructions.

### 2.13. Statistical Analysis

All statistical analysis was performed using the SPSS 25.0 (SPSS Inc, Chicago, IL, USA). Statistical significance was determined using a two-tailed unpaired the Student’s *t* test between two groups. Measurement data were expressed as the mean ± standard error of the mean (SEM), and *p* < 0.05 was considered statistically significant.

## 3. Results

### 3.1. LPS Induced Hepatic Inflammation and Damage in Piglets

Following hepatic injury, ALT and AST situated in hepatocyte gain access into peripheral blood by leaking out of the cytoplasm [28]. In the present study, there was a significant increase in the plasma ALT activity in piglets challenged with LPS compared with control piglets (Figure 1A), but no significant different in the plasma AST activity (Figure 1B). Additionally, H&E staining demonstrated that control livers exhibited complete histological structures. On the contrary, damaged structures, enlarged intercellular space and blood cells stasis were found in livers of LPS group (Figure 1C). These morphological results indicated that LPS injection gave rise to liver lesions of piglets. Next, we observed that the concentrations of IL-10 in plasma and IL-1β, IL-10 in liver of the LPS group were significantly higher than those in the CON group (Figure 1D,E). The mRNA expression of proinflammatory cytokines, such as TNF-α, IL-1β, IL-6, was significantly increased in the LPS group (Figure 1F). The anti-inflammatory cytokine, IL-10 mRNA expression showed a marked decrease, but the expression of IL-4 mRNA was not significantly changed in the LPS group (Figure 1F). Moreover, through F4/80 immunostaining analysis, we found that the number of macrophage infiltration was significantly increased in livers of the LPS group (Figure 1G). Moreover, the mRNA expression of M1 macrophage marks, including iNOS, CD86 and IL-12, was obviously elevated after LPS treatment, and with a concomitant decrease in the expression of an M2 macrophage marker, CD206 (Figure 1H). Taken together, these results suggested that LPS administration triggered M1 macrophage polarization and hepatic inflammatory response, followed by causing hepatocyte damage in piglets.

### 3.2. LPS Triggered the Inflammatory Response through the NOD1/NF-κB Signaling Pathway

RNA sequencing (RNA-seq) was employed to identify the transcriptome profiles after LPS stimulation. 

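The RNA-seq libraries were the input fractions of the MeRIP-seq experiment, that is, sonicated polyadenylated liver RNA set aside before the m6A antibody was added. The livers of the CON group and of the LPS group gave 3 libraries each, the LPS piglets having received 80 μg/kg of LPS by intraperitoneal injection 4 h before the liver was taken. The authors deposited the number of reads counted on each of 31908 Ensembl pig genes, without normalization. The aligner, the counting program and the genome build are not given in the sources used here. For CON replicates 1 and 2 the sample labels list 2 sequencing entries each, and the count table has 1 column per replicate. Total counts were 10311658, 5927348 and 10351491 in CON replicates 1, 2 and 3, and 4348478, 5502438 and 19967417 in LPS replicates 1, 2 and 3. The medians were 10311658 in the CON group and 5502438 in the LPS group. The 10 genes with most counts held between 20.9% and 30.1% of each library. Genes were kept by edgeR's filterByExpr rule with a minimum count of 10, which left 12774 genes, 10756 of them with a symbol in the table of gene names used here. Counts were scaled by edgeR's TMM method, with a factor of 0.735 in LPS replicate 3 and factors from 0.979 to 1.11 in the other libraries. The groups were compared with edgeR's quasi-likelihood test, and genes with a Benjamini-Hochberg adjusted p below 0.05 and a fold change above 1.5 were called. The paper's statistics section gives an unpaired t test with p below 0.05 for all data and nothing specific to RNA-seq, and both thresholds used here follow the axes of Figure 2A. The biological coefficient of variation across the tested genes was 0.397. Across the tested genes, which are not independent replicates, the Pearson correlation of log2 CPM, counts scaled to library size, lay between 0.943 and 0.953 for pairs of CON libraries. LPS replicates 1 and 3 correlated at 0.903. LPS replicate 2 correlated at 0.907 with LPS replicate 1 and at 0.852 with LPS replicate 3, and at 0.923 to 0.945 with the CON libraries.

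**Figure D1:**
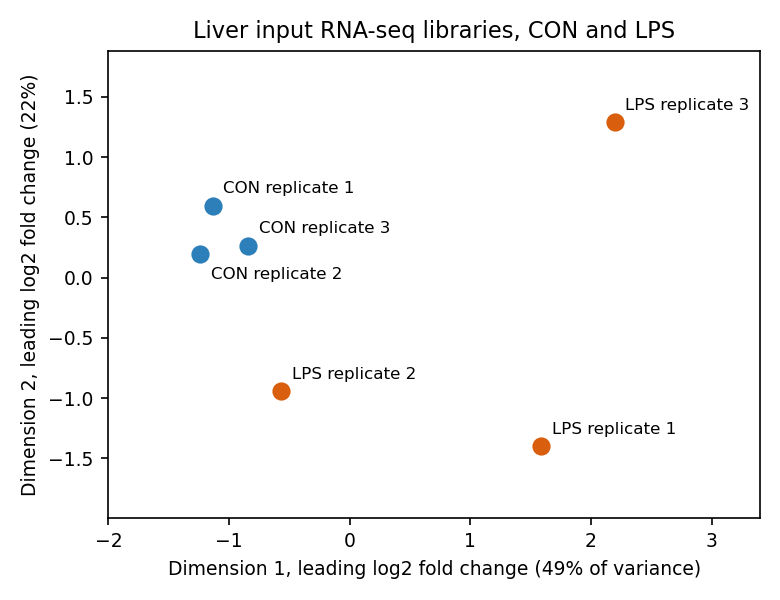
Multidimensional scaling of the 6 liver input libraries, with the leading log2 fold change on dimension 1 (horizontal) and dimension 2 (vertical), 1 point per library, CON in blue and LPS in orange. On dimension 1 the CON libraries lie between -1.24 and -0.84, LPS replicate 2 at -0.57, LPS replicate 1 at 1.59 and LPS replicate 3 at 2.20. On dimension 2 the CON libraries lie between 0.19 and 0.60. There LPS replicates 1, 2 and 3 lie at -1.40, -0.94 and 1.29.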

Results indicated that LPS treatment resulted in an up-regulation of 730 genes and down-regulation of 690 genes in the liver of piglets (Figure 2A). 

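With all 6 libraries, edgeR's quasi-likelihood test called 7 genes higher and 0 genes lower in the LPS group among 12774 tested genes. At an unadjusted p below 0.05 the same test gave 790 higher and 809 lower genes. DESeq2 called 276 higher and 144 lower genes at the same thresholds, and limma-voom called 2 and 0. In 833 genes all 3 LPS values lay above all 3 CON values and in 1252 genes they lay below them, together 16.3% of the tested genes where chance alone gives 10%. The count depended on single libraries. Without LPS replicate 2, edgeR called 512 higher and 470 lower genes, and without LPS replicate 3 it called 39 and 19. Without LPS replicate 1 it called 1 and 0, and without CON replicate 1, 2 or 3 it called 0 and 0 each time. Testing the 23529 genes with at least 1 count in any library, without the filter on low counts, gave 536 higher and 349 lower genes. Standard errors of edgeR's log2 fold changes are the fold change divided by the square root of the test statistic. CHI3L2 (ENSSSCG00000006796, chromosome 4 from 109081437 to 109099098, build not given in the sources used here) had 1, 0 and 1 counts in CON replicates 1, 2 and 3 and 75, 26 and 242 in the LPS replicates. Its log2 fold change was 7.18 (standard error 0.83, adjusted p = 0.0326, edgeR), and the ratio of the summed counts after scaling to library size was 187, with an exact 95% interval from 51.5 to 1554 that covers counting error only. S100A8 (ENSSSCG00000006590, chromosome 4 from 96209551 to 96210602) rose from 0.355 ± 0.042 to 15.0 ± 10.3 CPM (mean ± SD, n = 3 per group), a log2 fold change of 5.34 (standard error 0.69, edgeR adjusted p = 0.0371). LCN2 (ENSSSCG00000005638, chromosome 1 from 268609633 to 268614466) had 2.95, 5.00 and 4.94 CPM in the CON replicates and 114, 29.4 and 129 in the LPS replicates, a log2 fold change of 4.41 (standard error 0.58, edgeR adjusted p = 0.0379). The other 4 called genes have no symbol in the table used here. Of these, ENSSSCG00000037358 (chromosome 2 from 40904116 to 41025952), singled out after its values were seen, had the most counts, with 236 ± 151 CPM in the CON group and 10470 ± 6904 in the LPS group (mean ± SD, n = 3). A further called gene lies within its span, so reads of this pair are uncertain. For each of the 7 genes all 3 LPS libraries exceeded all 3 CON libraries, and with 3 libraries per group an exact permutation test of a single gene cannot give a two-sided p below 0.1.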

Gene Ontology (GO) analysis showed the differentially expressed genes were significantly enriched in immune and inflammatory responses (Figure 2B). 

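Gene Ontology annotation was not used here. In its place a list of 84 immune and inflammatory response genes, written from general knowledge of the term, was tested, with 61 members among the tested genes. Of these, 48 were higher and 13 lower in the LPS group, with a median log2 fold change of 0.85 and a mean of 0.96. Of the called genes, 1 was a member (S100A8) and 2 were among the other 10695 tested genes with a symbol. One-sided Fisher's exact test gave p = 0.0169, and 0.0846 after Benjamini-Hochberg adjustment over 5 lists. With DESeq2's calls, 9 of 63 members were higher, against 205 of 11316 other genes, with an adjusted p of 1.22e-05 from the same Fisher's exact test. Over all alternatives this adjusted p ranged from 3.80e-21, with no filter on low counts, to 1. Without LPS replicate 2, edgeR called 19 of 62 members higher, against 389 of 11088 other genes (adjusted p = 1.03e-12, one-sided Fisher's exact test). On the whole ranking, camera, which sets the list against all other tested genes with a preset correlation of 0.01, gave an adjusted p of 1.85e-05. Fry, which tests the list's own genes against no change and takes the correlation from the data, gave 0.494. The tests thus ask different questions. Relative to the CON mean, the median log2 level of the list was 0.59 in LPS replicate 1, -0.42 in LPS replicate 2 and 1.73 in LPS replicate 3, and between -0.12 and 0.21 in the CON libraries. The difference between LPS replicates was therefore larger than that between the CON libraries.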

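In the same fit, 3 signaling lists written from general knowledge of the pathway names, and not taken from the KEGG database, were tested for genes higher in the LPS group. The lists overlap, so their results are not independent. Of the 70 tested TNF signaling genes, 51 were higher and 19 lower in the LPS group, with a median log2 fold change of 0.57. The 66 tested Toll-like receptor signaling genes gave 45 higher and 21 lower, with a median of 0.29. The 53 tested NOD-like receptor signaling genes gave 33 higher and 20 lower, with a median of 0.11 that became -0.03 when libraries were scaled to total counts, where the median of all tested genes moved from 0.01 to -0.12. Only 3 of the 7 genes called by edgeR have a symbol, and none belongs to these lists. At an unadjusted p below 0.05 edgeR gave 13, 11 and 5 higher genes in the TNF, Toll-like and NOD-like lists. DESeq2 called 2, 1 and 0 of their members higher, and the adjusted p of the one-sided Fisher's exact test was 0.611, 0.901 and 1. The alternative without LPS replicate 2 changed the outcome of Fisher's exact test for all 3 lists, but not that of fry, whose adjusted p were then 0.144, 0.144 and 0.196. Then 12 of 70, 9 of 67 and 7 of 54 members were called higher, with adjusted p of 1.27e-05, 0.000877 and 0.00335 from the same Fisher's exact test. Without the filter on low counts the adjusted p were 6.15e-10, 7.75e-06 and 0.00117. For the TNF and Toll-like lists camera gave adjusted p of 0.000745 and 0.0128, and for the NOD-like list 0.116, and without LPS replicate 2 it gave 4.53e-08, 0.000288 and 0.00312. Neither these calls nor that of the immune list held under fry, whose adjusted p with all 6 libraries were 0.494, 0.494 and 0.600. Singled out after their values were seen, the 3 members with the largest log2 fold changes in the TNF list were CXCL2 (4.19), SOCS3 (3.38) and CCL2 (2.99), each past an unadjusted p of 0.05 and none past the adjusted threshold in edgeR.

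**Figure D2:**
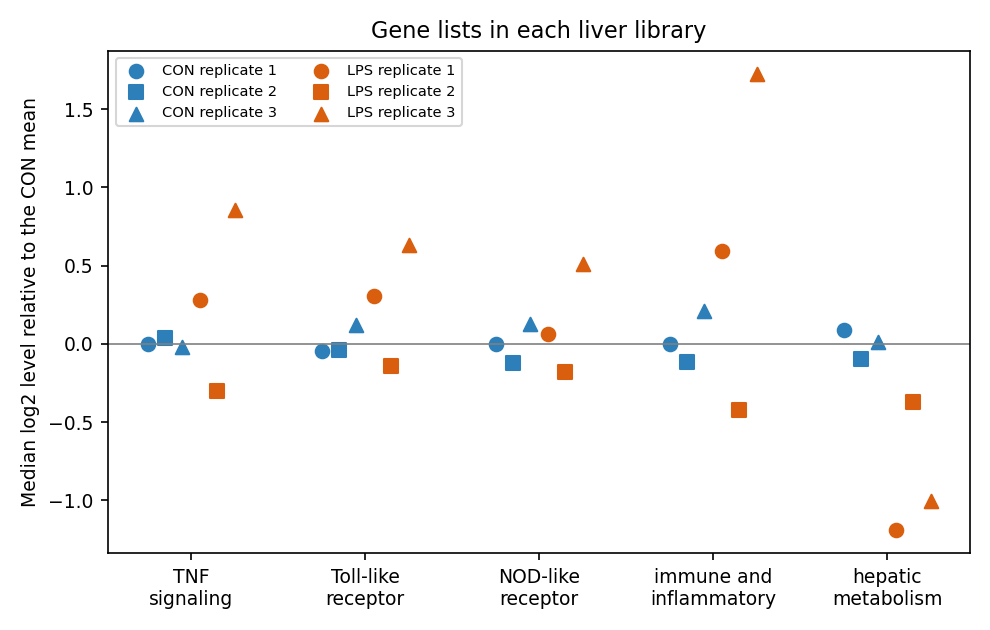
Median log2 level of the genes of each of 5 lists in each library, relative to the mean of the CON libraries (vertical axis), 1 point per library, CON in blue and LPS in orange. LPS replicate 3 lies highest in the 4 lists of inflammatory genes and LPS replicate 2 lies below 0 in all 5 lists, at -0.30, -0.14 and -0.18 in the TNF, Toll-like and NOD-like lists.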

Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis demonstrated that among upregulated genes, the significantly enriched pathways were involved in the ‘TNF signaling pathway’, the ‘Toll-like receptor signaling pathway’, and the ‘NOD-like receptor signaling pathway’ (Figure 2C). Next, we examined the expression levels of key genes in the Toll-like and NOD-like receptor signaling pathways. The results showed that the mRNA levels of NOD1, RIPK2, and NF-dB p65 were significantly increased, and the IκB-α mRNA expression was evidently decreased in the LPS group compared with the CON group, whereas no appreciable difference was noted in TLR4 and MyD88 levels (Figure 2D). Meanwhile, the protein expression of NOD1, RIPK2 and phosphorylated NF-κB p65 was also higher upon LPS injection, although the change of IκB-α protein expression was not significant (Figure 2E). These results indicated that LPS activated the NOD1/NF-κB signaling pathway to induce immune and inflammatory responses.

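The RT-qPCR and protein measurements of this pathway are other assays, and only the RNA-seq counts of its genes are given here. None of the genes named here was called by edgeR with the filter on low counts and all 6 libraries, or by DESeq2 with all 6 libraries. NOD1 (ENSSSCG00000016678, chromosome 18 from 42432050 to 42512266) had 13.1 ± 5.3 CPM in the CON group and 25.0 ± 10.7 in the LPS group (mean ± SD, n = 3 per group), a log2 fold change of 0.93 (standard error 0.44, edgeR adjusted p = 0.430). Its values were 31.4, 12.6 and 30.9 CPM in LPS replicates 1, 2 and 3, against 10.7, 9.37 and 19.2 in the CON replicates, so the groups overlapped. RIPK2 (ENSSSCG00000024096, chromosome 4 from 47027092 to 47074725) had a log2 fold change of 1.25 (standard error 0.56, edgeR adjusted p = 0.400), with 33.7 CPM in LPS replicate 3, 11.1 and 6.38 in LPS replicates 1 and 2, and 7.28 ± 0.90 in the CON group (mean ± SD, n = 3). Its log2 fold change was 0.27 without LPS replicate 3, and DESeq2 without LPS replicate 2, a setting chosen after the values were seen, called it (1.68, adjusted p = 0.0177). NFKBIA, which encodes IκB-α, had a log2 fold change of 1.12 (standard error 0.60, edgeR adjusted p = 0.486). This value rested on LPS replicate 3, which had 290 CPM against 78.7 and 47.0 in LPS replicates 1 and 2, and without that library the log2 fold change was -0.01. TNFAIP3 likewise changed from 1.30 (standard error 0.78, edgeR adjusted p = 0.532) to -0.18 without LPS replicate 3, and was called when edgeR was run without the filter (log2 fold change 1.27, adjusted p = 0.0355). NFKBIB had a log2 fold change of 1.05 (standard error 0.43, edgeR adjusted p = 0.359), and without LPS replicate 2 it was called, with a log2 fold change of 1.40 and an adjusted p of 0.0357. For RELA, which encodes NF-κB p65, the log2 fold change was 0.27 (standard error 0.30). For TLR4 and MYD88 it was 0.41 (standard error 0.35) and 0.28 (standard error 0.32), and the edgeR adjusted p of RELA, TLR4 and MYD88 were 0.752, 0.674 and 0.758. The paper reasons from the RNA-seq pathway terms to RT-qPCR, where NOD1, RIPK2 and p65 were higher, IκB-α was lower and TLR4 and MyD88 did not differ between the groups. It adds protein levels, where NOD1, RIPK2 and phosphorylated p65 were higher and IκB-α did not differ significantly, and concludes that LPS acted through the NOD1/NF-κB pathway.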

### 3.3. M^6^A RNA Methylation Profiles of Liver in Piglets after LPS Administration

The total m^6^A level and it-related genes and protein expression were measured in the liver of piglets. Results showed that the liver from the LPS group exhibited higher m^6^A modification abundance than that in the control group (Figure 3A). Compared with the CON group, mRNA levels of METTL3, FTO, ALKBH5, YTHDF1, and YTHDF2 displayed significant increase (Figure 3B), and the protein expression of METTL3, ALKBH5, and YTHDF2 were also increased in the LPS group (Figure 3C). Next, to observe transcriptome-wide m^6^A distribution, methylated RNA immunoprecipitation sequencing (MeRIP-seq) was performed. The m^6^A consensus motif (GGACU) was identified by Multiple Em for Motif Elicitation (MEME) (Figure 4A). Metagene plot of m^6^A enrichment across mRNA transcriptome showed that m^6^A peaks primarily enriched in the 5′ terminate (near the start codon), the coding sequence (CDS), and 3′ terminate (near the stop codon) both in control and LPS groups (Figure 4B). In addition, we identified 2208 m^6^A peaks covering 1166 genes in controls and 2806 m^6^A peaks in the LPS group that contained 1344 genes, respectively (Figure 4C). Next, the top 15 GO terms of genes with m^6^A peaks in the LPS group revealed that differential transcripts were clustered in defense response to Gram-negative bacterium and the regulation of apoptotic process and cell proliferation (Figure 4D). Meanwhile, KEGG pathway analysis demonstrated m^6^A-modified genes were significantly enriched in the ‘Toll-like receptor signaling pathway’, the ‘NF-κB signaling pathway’, and the ‘HIF-1 signaling pathway’ (Figure 4E). Collectively, these findings showed m^6^A modification widely distributed on transcripts in inflammatory signaling pathways, which provided the possibility that m^6^A RNA methylation involved in the regulatory mechanism of LPS-induced inflammation.

### 3.4. The NOD1/NF-κB Pathway Was Regulated by m^6^A Methylation Modification

To target m^6^A-modified transcripts, combined analysis of m^6^A-sequence and RNA-sequence was used in this study. As a result, the levels of 142 transcripts marked with m^6^A peaks were significantly changed after LPS treatment, among which 82 gene expression were up-regulated and 60 gene expression were down-regulated (Figure 5A). Notably, among the 82 methylated and upregulated genes, we found the NOD1 and several inflammation-related genes, such as IL1R2, IFNAR1, TLR2, and IL4R. 

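The m6A peaks behind this overlap were not analysed here, and only the expression of the named genes in the input libraries is given. IL1R2 (ENSSSCG00000028331, chromosome 3 from 52367437 to 52406334) had the largest log2 fold change of the 5 genes, at a low level, with 0.244 ± 0.132 CPM in the CON group and 6.23 ± 4.36 in the LPS group (mean ± SD, n = 3 per group). Its log2 fold change was 4.58 (standard error 0.80, edgeR adjusted p = 0.0847 over all tested genes), and all 3 LPS libraries exceeded all 3 CON libraries. DESeq2 called IL1R2 (adjusted p = 3.41e-05), as did edgeR without the filter on low counts (adjusted p = 3.60e-08) and without LPS replicate 2 (adjusted p = 0.00151). Over all alternatives run its adjusted p ranged up to 0.586, in edgeR without CON replicate 1. For IFNAR1 (ENSSSCG00000033115, chromosome 13 from 196925704 to 196952239) the log2 fold change was 1.19 (standard error 0.52, edgeR adjusted p = 0.388). TLR2 (ENSSSCG00000009002, chromosome 8 from 75411991 to 75446850) rose from 20.2 ± 3.2 to 51.9 ± 29.4 CPM (mean ± SD, n = 3), a log2 fold change of 1.36 (standard error 0.44, edgeR adjusted p = 0.260). IL4R (ENSSSCG00000007817, chromosome 3 from 19523564 to 19576544) had a log2 fold change of 1.49 (standard error 0.56, edgeR adjusted p = 0.330). In IFNAR1, TLR2 and IL4R, as in NOD1, LPS replicate 2 lay within or below the range of the CON libraries. Without that library these 3 genes were called by edgeR, with adjusted p of 0.0248, 0.0167 and 0.0220, while NOD1 had an adjusted p of 0.0766. Figure 5A lists 15 methylated and upregulated genes. The symbol DPH5 is not paired with an identifier in the table used here, and the other 14 all had a log2 fold change above 0. Over all genes that passed the filter on low counts, edgeR with all 6 libraries called none of the 14, and without the filter it called 7. DESeq2 called 4 of them, and edgeR without LPS replicate 2 called 9. Among 39 tested genes that the paper names for the liver, edgeR with the filter and all 6 libraries called 0 over all genes tested and 1, IL1R2, adjusted over the list alone, with 13 at an unadjusted p below 0.05. The study chose the genes of Figure 5A from RNA-seq of the same experiment, so the count over the list alone is not independent evidence.

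**Figure D3:**
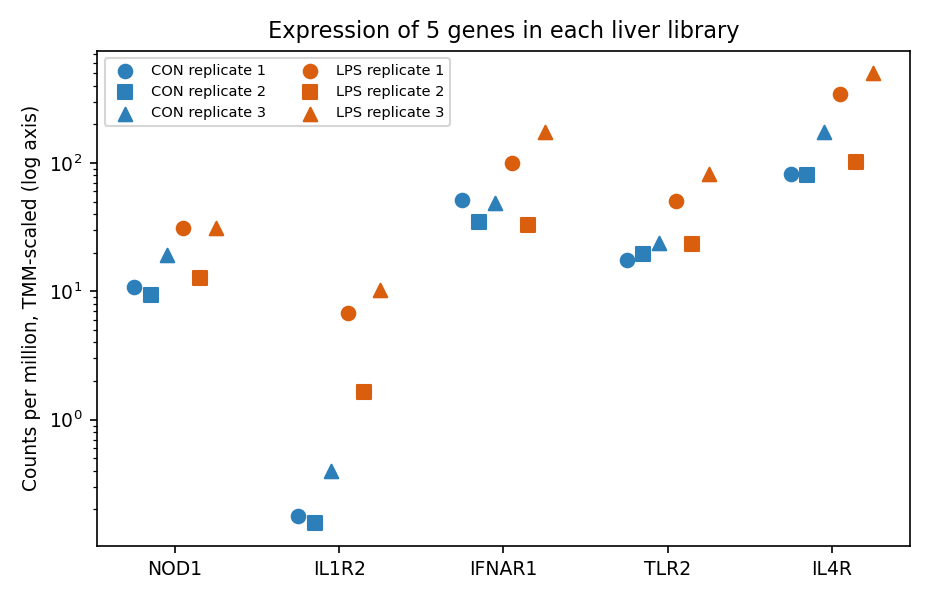
CPM, scaled by TMM, of NOD1, IL1R2, IFNAR1, TLR2 and IL4R (horizontal axis) in each of the 6 liver libraries, on a log axis, 1 point per library, CON in blue and LPS in orange. LPS replicate 2, drawn as an orange square, lies below LPS replicates 1 and 3 for each gene and exceeds all CON libraries only for IL1R2, at 1.64 CPM.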

Then, Integrative Genomics Viewer (IGV) plots of m^6^A peaks at mRNAs associated with the NOD1/NF-κB pathway were presented in Figure 5B. Results indicated that the m^6^A methylation sites of NOD1, RIPK2, NFKBIA, NFKBIB, and TNFAIP3 mainly distributed in the 5’ untranslated region (5’UTR), the coding sequence (CDS), and the 3’ untranslated region (3’UTR). Moreover, the m^6^A abundance was higher in NOD1 and TNFAIP3 mRNAs, but less in RIPK2, NFKBIA and NFKBIB mRNAs in the LPS group compared with the CON group. Next, to explore the relationship between m^6^A RNA methylation and the NOD1 signaling pathway, we knocked down METTL3 and overexpressed FTO in HepG2 cells. Results showed that the knockdown of METTL3 significantly increased the expression of NOD1, RIPK2, NFKBIA, and NF-κB p65 mRNA (Figure 5D). The overexpression of FTO remarkably improved the levels of NOD1 and NF-κB p65 mRNA and decreased the NFKBIA mRNA expression (Figure 5F). Based on these findings, we demonstrated that m^6^A RNA methylation modulated the NOD1/NF-κB signaling pathway.

### 3.5. Increase of ROS, HIF-1α and MAT2A May Contribute to Changes of m^6^A Modification

In the present study, we noticed that ROS content was significantly higher in the LPS group compared with the CON group (Figure 6A), suggesting that LPS treatment resulted in the disorder of antioxidant defense systems in the liver of piglets. Moreover, the expression of hypoxic inducible fator-1 alpha (HIF-1α) was also significantly elevated after LPS treatment (Figure 6B,D). It was reported that HIF-1α could promote the transcription of the methionine adenosyltransferase 2 alpha (MAT2A) enzyme, which in turn catalyze the production of methyl donors and enhance cell methylation levels [29,30]. Therefore, we measured MAT2A mRNA and protein levels. The results indicated that the mRNA and protein of MAT2A were remarkably increased in LPS-activated livers compared with control livers (Figure 6C,D).

## 4. Discussion

Post-transcriptional m^6^A RNA methylation prevalently participates in the modulation of gene expression, immune, and inflammatory responses. However, few investigations uncovered the role and mechanisms of m^6^A RNA methylation in LPS-induced hepatic inflammation in piglets. Here, our present study demonstrated that LPS stimulation increased the total m^6^A level, activated the NOD1/NF-κB pathway, and induced M1 macrophage polarization and expression of proinflammatory cytokines, eventually leading to liver damage in piglets. Importantly, m^6^A RNA methylation could regulate the activation of the NOD1/NF-κB pathway. Therefore, we suggested that LPS activated the NOD1/NF-κB signaling pathway through changing m^6^A RNA methylation, thus inducing inflammation response and liver injury in piglets.

Numerous studies demonstrated that as a member of microbe-associated molecular patterns (MAMPs), LPS was recognized by pattern-recognition receptors (PRRs) located on innate immune cells, which mainly included Toll-like receptors (TLRs) and nucleotide-binding-domain- and leucine-rich-repeat-containing receptors (NLRs) [31,32]. Intracellular NOD1 is a special NLRs that participate in the recognition of pathogenic microorganisms. It has been well-documented that NOD1 is not only activated by bacterial peptidoglycan (PGN), but also is sensitive to the stimulation of LPS [33,34]. In this study, we found that the gene and protein expression of NOD1 were significantly increased after LPS treatment. NOD1 encodes an intercellular multidomain scaffolding protein, which is comprised of a caspase activation and recruitment domain (CARD) and a NOD, and multiple leucine-rich repeats (LRRs). When NOD1 binds to the ligand, it will undergo a conformational change and recruit receptor-interacting serine-threonine kinase 2 (RIPK2) [35], followed by activating downstream NF-κB and MAPK signaling pathways [36]. The activation of NF-κB signaling requires the formation of phosphorylated IκB catalyzed by the inhibitor of nuclear factor-κB (IκB) kinase (IKK) complexes, which promote the release of NF-κB dimers into the nucleus and induce the production of inflammation related genes [37,38]. In our experiment, LPS stimulation upregulated the expression of NOD1, RIPK2 and phosphorylated NF-κB p65 both mRNA and protein levels, suggesting that LPS induced the activation of the NOD1/NF-κB pathway in the liver of piglets. Macrophages play a crucial role in the initiation of innate immune response. Activated macrophages are usually differentiated into two subtypes, an inflammation-promoting M1 macrophages and an anti-inflammatory M2 macrophages [39]. Liu et al. indicated that M1 macrophage markers, such as CD86, iNOS, TNF-α, showed significantly higher expression in LPS-stimulated RAW264.7 cells [40]. In this study, we observed that M1 macrophage markers, iNOS and CD40, significantly increased, and the M2 macrophage marker, CD206, significantly decreased after LPS injection. Moreover, the proinflammatory cytokines expression including TNF-α, IL-1β, IL-6, produced by M1 polarization were also higher in the LPS group, implying that LPS elicited immune and inflammatory responses in the liver of piglets. This evidence suggested that LPS treatment in piglets activated the NOD1/NF-κB signaling pathway and caused hepatic inflammation and injury.

Accumulating evidence have reported that the alteration of m^6^A modification is a widespread phenomenon under stress conditions. In the current study, the change of total m^6^A abundance was consistent with previous reports, in that RNA m^6^A levels were significantly increased in livers treated with LPS [22,41]. However, up to now, the reasons of m^6^A methylation variation caused by LPS in livers remained elusive. In the current study, we observed that ROS content was significantly elevated, with concomitant increase in m^6^A methylation modification in the liver after LPS administration, which was consistent with our previous studies in mice and HepG2 cells [14,42]. These also supported that ROS could regulate major epigenetic processes [43,44]. Hence, we postulated the change of m^6^A methylation modification may be related to the increase in ROS content induced by LPS. Interestingly, it has been reported that ROS can promote Hypoxia-inducible factor 1 alpha (HIF-1a) transcription by activating the HIF-1a promoter or regulating hydroxylase function [45,46]. In this study, HIF-1α levels were also significantly increased in the LPS group. As a transcription factor, HIF-1α can coordinate transcriptional programs and regulate gene expression [47]. Liu et al. reported that HIF-1α could bind to relevant sites in the promoter region of MAT2A and accelerate its transcription [30]. MAT2A could catalyze the generation of S-adenosylmethionine (SAM), which is the most important methyl group donor for most of the methylation reactions [48,49]. Bedi et al. reported that METTL3 could catalyze the transfer of a methyl group from the cofactor SAM to the N^6^ atom of adenine [50]. Villa et al. reported that insulin stimulation increased the methyltransferase WTAP expression and promoted MAT2A and SAM production, finally facilitating N^6^-methylation of mRNA [51]. These provided evidence that SAM catalyzed by MAT2A participated in the formation of m^6^A RNA methylation. Similarly, in this study, MAT2A expression was also significantly increased in the LPS group with high m^6^A levels, and this concurred with the change in ROS and HIF-1α levels. Therefore, we speculated that high ROS levels induced by LPS in the liver promoted HIF-1α expression, and subsequently increased the MAT2A level. The change of ROS, HIF-1α, and MAT2A may contribute to the increase of m^6^A RNA methylation, which plays a critical role in the activation of NOD1/NF-κB signaling pathway.

It is well-known that the NOD1/NF-κB signaling pathway plays a vital role in host defense and proinflammatory response. Many studies implied that NOD1 gene expression was regulated by various epigenetic modifications that occurred in DNA, RNA, and proteins. Wang et al. reported that the increase of DNA methylation and chromatin compaction in the NOD1 promoter region resulted in a decline in NOD1 gene expression [52]. Martins et al. demonstrated that the acetylation of histone H3 was closely associated with the activation of NOD1 signaling in human oral epithelial cells [53]. Furthermore, miR-495 [54], miR-147, and miR-217 [55] directly targeted NOD1 through 3′UTR sequence binding, followed by regulating its gene expression. As an epitranscriptomic marker, m^6^A RNA methylation is an emerging layer of posttranscriptional gene regulation. However, little information is available describing the link between m^6^A modification and NOD1 gene expression. In this study, we identified a quantitative difference in m^6^A peaks in the CON and LPS groups by using MeRIP-seq, implying that m^6^A methylation patterns visually changed after LPS stimulation. Moreover, gene enrichment analysis revealed that m^6^A methylated genes in the LPS group were mostly distributed in pathways associated with immune and inflammation, such as the NF-κB signaling pathway. This observation is in line with Guo et al. reports [41], in which differential methylated transcripts were significantly enriched in pathways closely related to immune response in the liver of LPS-treated chicken. Notably, we found that among those methylated genes, the expression of NOD1 was upregulated, and m^6^A modification distributed on mRNAs in the NOD1/NF-κB pathway were significantly altered under LPS administration, suggesting that m^6^A RNA methylation may be involved in gene expression of the NOD1/NF-κB pathway. Wang et al. reported that knockdown of METTL3 upregulated the NOD1 signaling pathway by affecting mRNA degradation in a YTHDF1- and YTHDF2-dependent manner [56]. Our data in HepG2 cells are in agreement with Wang et al. observations, in that the knockdown of METTL3 significantly upregulated the expression of NOD1 mRNA. Besides, we noted that the NF-κB p65 mRNA level was also significantly increased by knocking down METTL3, in accordance with increased NF-κB p65 phosphorylation in METTL3-deficient macrophages [57] and reduced p65 phosphorylation in METTL3-overexpressed pTHP-1 cells [58]. Similarly, overexpression of FTO also enhanced the mRNA levels of NOD1 and NF-κB p65 in HepG2 cells, which may be due to the increased mRNA stability caused by decreased m^6^A modification. Taken together, our results indicated that m^6^A RNA methylation enabled regulate the NOD1/NF-κB signaling pathway in piglets challenged with LPS.

## 5. Conclusions

In conclusion, our experiment elucidated m^6^A RNA methylation is critical in hepatic inflammation and injury induced by LPS through regulating the activation of the NOD1/NF-κB signaling pathway. Aside from this, our study firstly provided the possibility that the increase of ROS, HIF-1α, and MAT2A expression induced by LPS contributed to elevate m^6^A RNA methylation in the liver of piglets (Figure 7). These findings in the current study implied that NOD1 and m^6^A RNA methylation could be novel viewpoints to explore and deal with immune stress-induced liver damage in piglets. Further work should determine the precise mechanisms of m^6^A RNA methylation regulating the fate of NOD1 by functional readers.

## Figures and Tables

**Figure 1:**
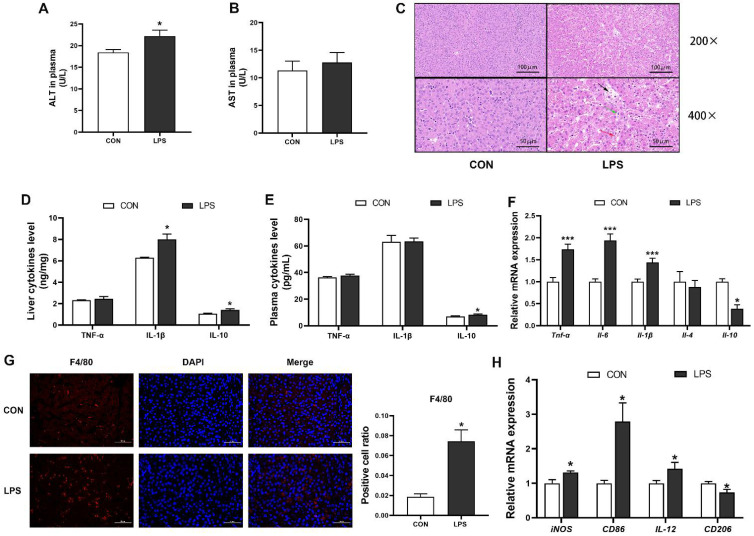
LPS led to inflammation and damage in the liver of piglets. (**A**,**B**) Activities of ALT and AST in plasma of piglets. (**C**) Liver slices were stained with hematoxylin and eosin to assess tissue injury. (H&E, ×200, scale bar = 100 μm; ×400, scale bar = 50 μm). The black arow indicates enlarged intercellular space; The green arow showed damaged cellular structures; The red arow showed blood cells stasis. (**D**,**E**) TNF-α, IL-1β, IL-10 concentrations in the liver and plasm were measured by ELISA. (**F**) The mRNA abundance of TNF-α, IL-6, IL-1β, IL-4, IL-10 were assessed in livers by RT-qPCR. (**G**) The liver sections were subjected to F4/80 immunofluorescence. DAPI was used for nuclear staining and a confocal laser scanning microscope (40× magnification) with Z-scan analysis. Scale bar = 50 μm. The ratio of F4/80-positive cells were quantified by ImageJ analysis. (**H**) the mRNA levels of iNOS, CD86, IL-12 and CD206 were measured in the total liver by RT-qPCR. n = 4−6 per group. Error bars represent the mean ± SEM. * represents significant differences between the CON group and the LPS group; * *p* < 0.05, *** *p*< 0.001.

**Figure 2:**
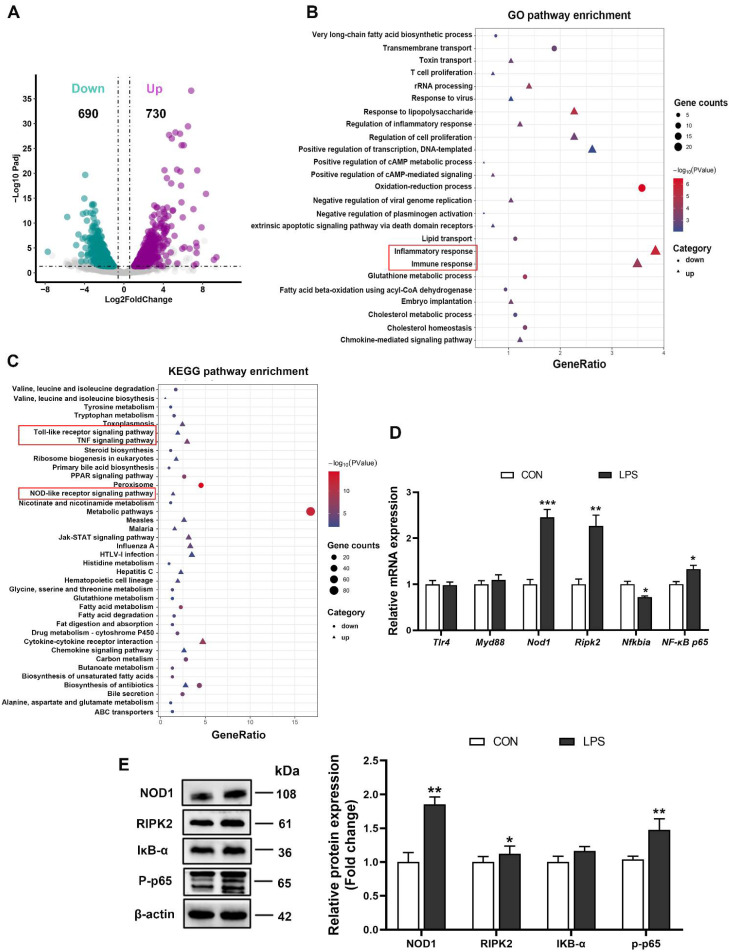
The NOD1/NF-κB signaling pathway was activated in the liver of piglets challenged with LPS. (**A**) Volcano plots of comparative RNA-seq data between the CON group and the LPS group. (**B**) GO analysis based on the RNA-seq in the biological process of differential transcripts. (**C**) Representative KEGG analysis with the transcript corresponding to different genes. (**D**) The mRNA levels of TLR4, MyD88, NOD1, RIPK2, NFKBIA, NF-κB p65 were evaluated by RT-qPCR. (**E**) Hepatic protein levels of NOD1, RIPK2, IκB-α, and P-p65 were assessed by western blot, quantified using ImageJ analysis, and normalized to β-actin. n = 4−6 per group. Results are showed as means with SEM represented by a vertical bar. * represents significant differences between the CON group and the LPS group; * *p* < 0.05, ** *p*< 0.01, *** *p*<0.001.

**Figure 3:**
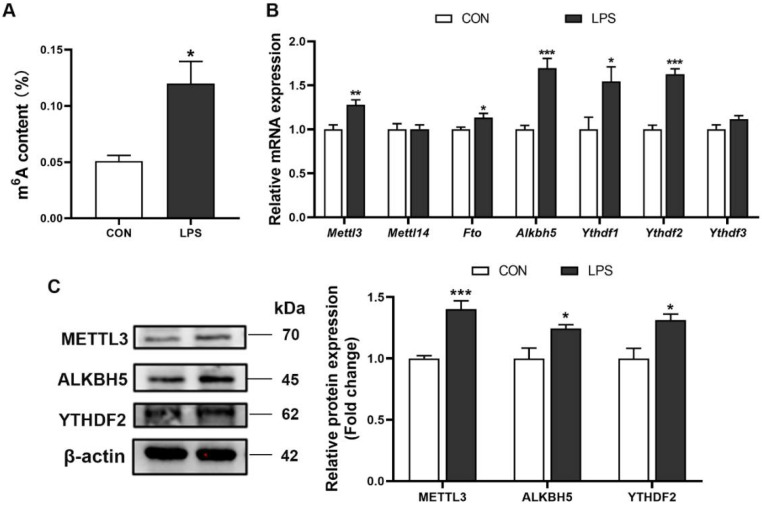
The abundance of m^6^A RNA methylation in the liver of piglets. (**A**) The total m^6^A level was determined by ELISA. (**B**) The mRNA expression of genes related to m^6^A modification were measured by RT-qPCR. (**C**) Hepatic protein levels of METTL3, ALKBH5, and YTHDF2 were evaluated by western blot, and quantification of image density was conducted by ImageJ software. n = 4−6 per group. Results are presented as means with SEM represented by a vertical bar; * represents significant differences between the CON group and the LPS group; * *p* < 0.05, ** *p*< 0.01, *** *p* < 0.001.

**Figure 4:**
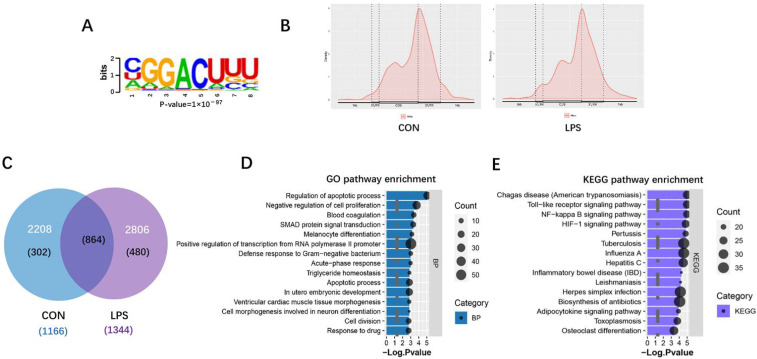
MeRIP-seq of transcriptome in the liver of CON and LPS groups. (**A**) Consensus m^6^A motif of the LPS group, as assessed by MEME. (**B**) Metagene profiles of m^6^A peaks across mRNA transcriptome. (**C**) Venn plot showed the differentially expressed m^6^A peaks and relevant genes in the CON and LPS groups. (**D**,**E**) The top 15 GO and KEEG enrichment analyses of m^6^A-modified genes in the LPS group.

**Figure 5:**
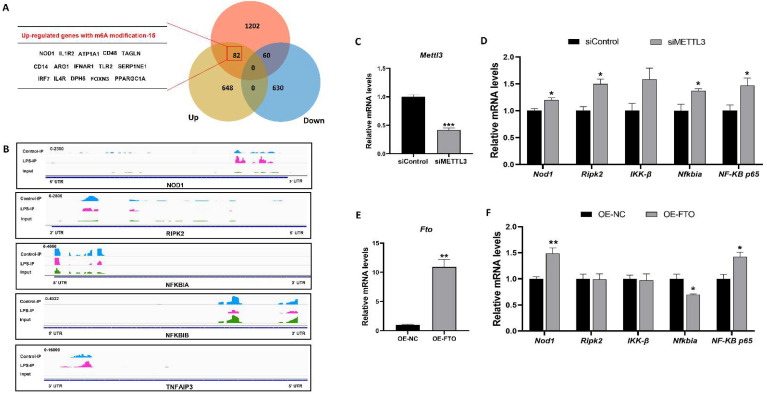
M^6^A RNA methylation modulated the NOD1/NF-κB signaling pathway. (**A**) Venn diagram showed the relationship between m^6^A modification and mRNA expression by the combined analysis of RNA-seq and MeRIP-seq. (**B**) The m^6^A peak profile on NOD1, RIPK2, NFKBIA, NFKBIB, and TNFAIP3 mRNAs were examined by IGV. Wathet blue, dark blue, and red patterning, respectively, represented m^6^A peaks on mRNA in the LPS, CON and input groups. (**C**) The METTL3 mRNA expression in the siControl and siMETTL3 groups. (**D**) Effect of the knockdown of METTL3 on key genes of the NOD1/NF-κB signaling pathway in HepG2 cells. (**E**) The FTO mRNA expression in the OE-NC and OE-FTO groups. (**F**) Effect of the overexpression of FTO on key genes of the NOD1/NF-κB signaling pathway in HepG2 cells. Results are showed as means with SEM represented by a vertical bar (n = 3). * represents significant differences between the CON group and the LPS group; * *p* < 0.05, ** *p*< 0.01, *** *p* < 0.001.

**Figure 6:**
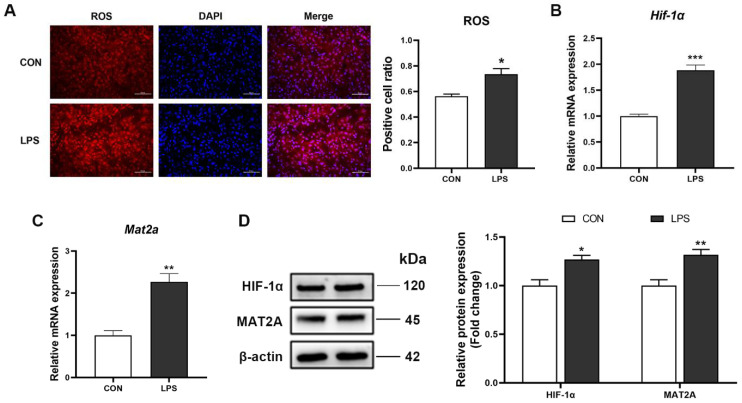
The content of ROS, HIF-1α, and MAT2A in the liver of piglets. (**A**) ROS contents were detected by using dihydroethidium (DHE)-stained liver cryosections in piglets (40× magnification). Scale bar = 50 μm. ImageJ analysis was used to quantify the number of ROS-positive cells. (**B**,**C**) The HIF-1α and MAT2A mRNA levels were examined in the total liver by RT-qPCR. (**D**) HIF-1α and MAT2A protein levels were assessed by western blot, quantified using ImageJ analysis, and normalized to β-actin. n = 4−6 per group. Results are showed as means with SEM represented by a vertical bar. * represents significant differences between the CON group and the LPS group; * *p* < 0.05, ** *p*< 0.01, *** *p* < 0.001.

**Figure 7:**
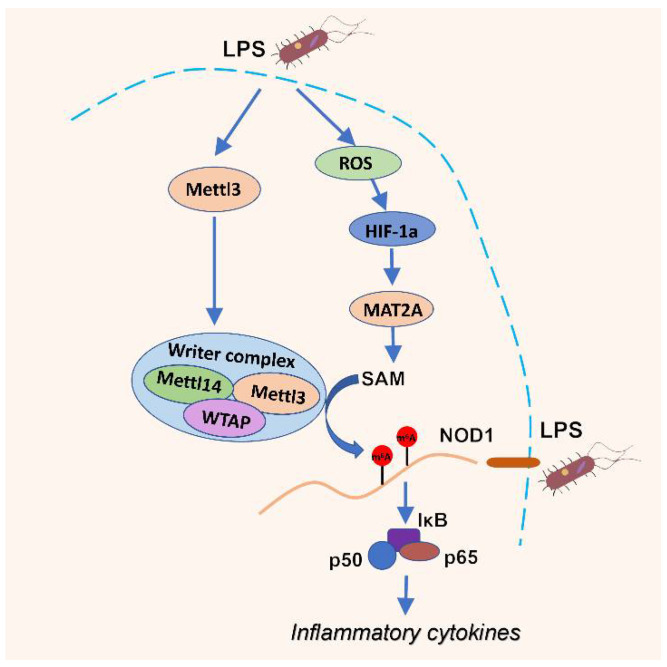
The proposed mechanism for the regulation of m^6^A RNA methylation in the NOD1/ NF-κB signaling activation in the liver of piglets challenged with LPS.

**Table 1:** Primer sequences used for quantitative real-time PCR.

Gene Name ^1^		Primer Sequence (5′-3′)	Gene Bank Number
GAPDH	Forward	CGTCCCTGAGACACGATGGT	AF017079.1
	Reverse	GCCTTGACTGTGCCGTGGAAT	
METTL3	Forward	TGAGGCTCCTGGAAGCAAAG	XM_003128580.5
	Reverse	TCTGTCAGGGTCCCATAGGG	
METTL14	Forward	GTGGTTCTGGGGAGGGATTG	XM_003129231.6
	Reverse	GAAGTCCCCGTCTGTGCTAC	
FTO	Forward	CCCCAGAAAATGCCGTACCT	KM232950.1
	Reverse	ACCAGGGGTCTCTATGTCCC	
ALKBH5	Forward	CGTGTCCGTGTCCTTCTTCA	XM_021067995.1
	Reverse	AGGATGATGACAGCTCTGCG	
YTHDF1	Forward	GCACCGCTCCATCAAGTACT	MN606020.1
	Reverse	GCTGAAGAGCAGGTAGACGG	
YTHDF2	Forward	CCAAGGGATGGCAGCACTAA	XM_005665152.3
	Reverse	TTTGCCACAGGACCCTTGTT	
YTHDF3	Forward	GAGCAAGGCATGACTGGACT	MN606021.1
	Reverse	CTGGGGGCACACTATTGGTT	
IL-4	Forward	ACACGACGGAGAAGGAAACC	NM_214123.1
	Reverse	GTTCCTGTCAAGTCCGCTCA	
IL-10	Forward	TCGGCCCAGTGAAGAGTTTC	NM_214041.1
	Reverse	CGGCATTACGTCTTCCAGGT	
TNF-α	Forward	TCCAATGGCAGAGTGGGTATG	NM_214022.1
	Reverse	AGCTGGTTGTCTTTCAGCTTCAC	
IL-1β	Forward	GCTGATGGCCCCAAAGAGAT	NM_001302388.2
	Reverse	TGCCACAATCACAGACACCA	
IL-6	Forward	AAATGTCGAGGCTGTGCAGA	NM_214399.1
	Reverse	TCCACTCGTTCTGTGACTGC	
TLR4	Forward	TCAGTTCTCACCTTCCTCCTG	GQ503242.1
	Reverse	GTTCATTCCTCACCCAGTCTTC	
MyD88	Forward	GATGGTAGCGGTTGTCTCTGAT	AB292176.1
	Reverse	GATGCTGGGGAACTCTTTCTTC	
NOD1	Forward	CTGTCGTCAACACCGATCCA	AB187219.1
	Reverse	CCAGTTGGTGACGCAGCTT	
RIPK2	Forward	CAGTGTCCAGTAAATCGCAGTTG	XM_003355027.1
	Reverse	CAGGCTTCCGTCATCTGGTT	
NFKBIA	Forward	TGTTGGTGTCTTTGGGTGCT	NM_001005150.1
	Reverse	GACATCAGCCCCACACTTCA	
NF-κB p65	Forward	TACTGATGAGGACCTGGGGG	NM_001114281.1
	Reverse	ATACACCCTGGTTCAGCAGC	
HIF-1α	Forward	AGCCAGATGATCGTGCAACT	NM_001123124.1
	Reverse	CCATTGATTGCCCCAGGAGT	
MAT2A	Forward	GCACACAAGCTCAATGCCAA	NM_001167650.1
	Reverse	ACTCTGATGGGAAGCACAGC	
iNOS	Forward	CCAGGCAATGGAGAGAAACT	NM_001143690.1
	Reverse	CCGAACACAGCATACCTGAA	
CD86	Forward	TGGTGCTGCCTCCTTGAAAA	L76099.1
	Reverse	GGACACAGACGATGCTCACA	
IL-12	Forward	GGACTGCGTCTTCACTTCCA	AF330213.1
	Reverse	TGGAGTTAGCTGCAGACACG	
CD206	Forward	GCCCAGACTGAAGACAGCAT	JN989538.1
	Reverse	GGCATCTACCAGGCAGTTGT	

^1^ GAPDH, glyceraldehyde-3-phosphate dehydrogenase; METTL3, methyltransferase like 3; METTL14, methyltransferase like 14; FTO, fat mass and obesity-associated protein; ALKBH5, α-ketoglutarate-dependent dioxygenase alkB homolog 5; YTHDF1, YTH domain protein 1; YTHDF2, YTH domain protein 2; YTHDF3, YTH domain protein 3; IL-4, interleukin-4; IL-10, interleukin-10; TNF-α, tumor necrosis factor alpha; IL-1β, interleukin-1β; IL-6, interleukin-6; TLR4, toll-like receptor 4; MyD88, myeloid differentiation primary response gene 88; NOD1, nucleotide binding oligomerization domain containing 1; RIPK2, receptor interacting Serine/Threonine kinase 2; NFKBIA, nuclear factor of kappa light polypeptide gene enhancer in B cells inhibitor, alpha; NF-κB p65, nuclear transcription factor kappa p65 protein; HIF-1α, hypoxic inducible fator-1 alpha; MAT2A, methionine adenosyltransferase Ⅱ alpha; iNOS, inducible nitric oxide synthase; CD86, clusters of differentiation 86; IL-12, interleukin-12; CD206, clusters of differentiation 206.

## Data Availability

According to the journal guidelines, the accession number for the MeRIP-seq data reported in this paper is GEO: GSE 209858.

How the deposited data were processed for this re-analysis (not part of the article)

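Liver input RNA of the CON and LPS groups was compared, with 3 libraries per group. The LPS piglets had received 80 μg/kg of LPS 4 h before sampling. The m6A-IP libraries of the same experiment were not analysed here, so no m6A peak, motif or peak overlap is reported. RT-qPCR, western blot, ELISA, histology and HepG2 measurements were not analysed here either.

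The authors deposited raw read counts per gene in 1 table of 31908 Ensembl pig genes with the gene's coordinates and length. The values are whole numbers with different totals per library and were not normalized. The paper states polyadenylated RNA, sonication and Illumina sequencing. The aligner, the counting program, the genome build, and how reads mapping to several genes or to either strand were counted are not given in the sources used here. Each column was matched to its library by the group and replicate number in its name. CON replicates 1 and 2 have 2 sequencing entries each in the sample labels and 1 column each in the table. The number of sample columns left unmapped was 0. Symbols came from a table that pairs 15029 of the 31908 identifiers with a symbol. Coordinates are those of the deposited table, and no other genome annotation was used for them.

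Total counts ranged from 5927348 to 10351491 in the CON group and from 4348478 to 19967417 in the LPS group, so a gene's counting error differs between LPS libraries. Mitochondrial genes held 1.17% to 3.22% of counts. Pairs of libraries differed by far more than sampling noise (chi-square per gene of 51.8 or more), so no library was treated as a repeat of another.

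Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with a minimum count of 10, library sizes were scaled by TMM, dispersions were estimated with robust settings, and the groups were compared with glmQLFit and glmQLFTest. Genes with a Benjamini-Hochberg adjusted p below 0.05 and a fold change above 1.5 were called. The paper's text gives no test specific to RNA-seq. Its statistics section names a two-tailed unpaired test on group means with a threshold of 0.05 for all data, and Figure 2A has an adjusted p axis, whose dashed lines set the thresholds used here. CPM values are TMM-scaled. The standard error of a log2 fold change is its size divided by the square root of the edgeR test statistic. The self-test drew counts for the 12774 tested genes from the means, library sizes and dispersions of these libraries. In it 200 genes with a mean above 5 CPM were changed 4-fold or more, alike in all LPS libraries. Its recovery is therefore not that of smaller changes, of weaker genes or of LPS libraries that differ from each other. In that simulation of the LPS against CON comparison, edgeR recovered 81% of the changed genes with 11 wrong calls, DESeq2 86% with 40 wrong calls, and limma-voom 76.5% with 11 wrong calls.

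Gene lists for TNF, Toll-like receptor and NOD-like receptor signaling, the immune and inflammatory response, and hepatic fatty acid, peroxisome and bile acid metabolism, and 8 lists of cell marker genes (neutrophil, Kupffer cell or macrophage, T or NK cell, B or plasma cell, endothelial cell, hepatocyte, cholangiocyte or stellate cell, red blood cell or platelet) were written from general knowledge. They are not exports of GO or KEGG. The 5 gene lists were tested with a one-sided Fisher's exact test against the other tested genes with a symbol, and with camera (preset correlation 0.01) and fry on the same fit. Apart from genes marked as singled out after their values were seen, genes named in the text followed a rule. It names the 48 genes that the paper names for the liver, up to 5 called genes with a symbol in each direction whose LPS values all lie on one side of the CON values, and up to 5 called members of each list. Of the 48 genes, 39 were tested, 5 fell below the filter (IL6, IL4, IL12A, IL12B and GAPDH), and 4 (DPH5, TNF, IL1B and ADGRE1) are not paired with an identifier.

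The gene lists, the marker lists, the rule for named genes, the thresholds and a set of alternatives were fixed before the data were examined. These alternatives were RLE factors, scaling to total counts, no filter on low counts, at least 10 counts in every library, DESeq2 1.42.0, limma-voom (limma 3.58.1), the replicate number as a block, leaving out each library in turn, no fold threshold, a 2-fold threshold, camera and fry. Other alternatives, chosen after the data were seen, were edgeR's likelihood ratio test and DESeq2 with each library left out. Camera and fry without LPS replicate 2 were not in the fixed set either, and are given for that library only. A DESeq2 adjusted p given as NA was kept as NA, and DESeq2 gave an adjusted p for 14096 genes. The values of some single genes are not reported here.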

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

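All tests of explanations in this part were chosen only after the result was seen.

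CHI3L2, S100A8 and LCN2, which the paper does not discuss, were higher in the LPS group than in every CON library, with log2 fold changes of 7.18, 5.34 and 4.41 (edgeR quasi-likelihood test, adjusted p of 0.0326, 0.0371 and 0.0379). They are the called genes with a symbol. Each was higher in 3 of 3 LPS libraries, at 4.25, 5.07 and 29.4 CPM in LPS replicate 2 and at 16.4, 14.2 and 114 in LPS replicate 1. Of the 7 genes called with all libraries, edgeR called all 7 without LPS replicate 2 or 3, 1 without LPS replicate 1 and none without CON replicate 1, 2 or 3, whereas DESeq2 called all 7 in each of its leave-one-out fits. CHI3L2 had 2 counts in the CON group, and the ratio of its summed counts after scaling to library size was 187, with an exact 95% interval from 51.5 to 1554 for counting error. Over the alternatives in which it was tested, the fitted log2 fold change stayed between 6.55 and 7.89 for CHI3L2, 4.69 and 5.85 for S100A8, and 4.08 and 4.87 for LCN2. Whether reads of these genes were shared with related genes was not tested, because the counting of such reads is not given in the sources used here.

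S100A8 is also a neutrophil marker, and the neutrophil list as a whole was higher in the LPS group, a signal the paper does not report. Of its 19 genes 10 were tested and 9 of these were higher, with a median log2 fold change of 2.05. The median level relative to the CON mean was 1.51, 1.33 and 2.59 in LPS replicates 1, 2 and 3, and between -0.16 and 0.47 in the CON libraries. Camera gave an adjusted p of 2.12e-10 over the 8 marker lists and fry gave 0.165, so the difference is past the threshold under camera only. Among its members CSF3R, singled out after its values were seen, rose from 10.9 ± 5.2 to 82.0 ± 30.5 CPM (mean ± SD, n = 3). Of the 10 genes, 4 are also in other lists used here and 4 reach 5 CPM in CON liver.

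Several technical explanations were argued against by the tables, a lower share of hepatocytes only under a condition. If LPS left marker expression per cell unchanged, such a lower share would raise the markers of every other cell type alike. But the Kupffer cell list had a median log2 fold change of -0.51. The neutrophil level less the Kupffer cell level was 1.27 higher on the log2 scale in the lowest LPS library than in the highest CON library. That condition was not tested, and the Kupffer cell list holds MRC1, whose fall the paper reads as macrophage polarization. The choice of scaling left the neutrophil list's median at 1.98 or more relative to the median of all genes under TMM, RLE and total counts. Scaling to totals without the 10 most abundant genes of each library gave 2.00, and thinning all libraries to 4348478 counts gave 1.65. What stays open is the source of the signal. A candidate explanation is more neutrophils in the LPS livers, and 6 of the 10 genes were higher in all 3 LPS libraries than in all CON libraries. This cannot be told apart from higher expression of the same genes in other cells, since bulk RNA carries no cell of origin. The members also did not all rise alike, with a log2 fold change of 0.63 for NCF1, singled out after its values were seen. Blood left in the liver stays open too. The red blood cell or platelet list was higher in 4 of 4 tested genes, with a median log2 fold change of 1.19 (fry adjusted p = 0.211), and no measure of blood content was analysed here.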

How the results depend on the processing

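The tests chosen only after the results were seen are edgeR's likelihood ratio test and the leave-one-out fits of DESeq2. Camera and fry without LPS replicate 2 were not in the set fixed before the data were examined either, and are given for that library only. The alternative that treats each sequencing run as a library was not run, since the table has 1 column per library.

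The number of called genes depended on the processing. Against 7 higher and 0 lower genes in the edgeR quasi-likelihood test (790 and 809 at an unadjusted p below 0.05), RLE factors gave 8 and 1, scaling to total counts 11 and 1, limma-voom 2 and 0, and DESeq2 276 and 144. No fold threshold and a 2-fold threshold both left 7 and 0. Without a filter on low counts edgeR called 536 and 349, and with at least 10 counts in every library 0 and 0. The unfiltered fit estimated an infinite number of prior degrees of freedom, so that every gene took the trended spread, where the filtered fit estimated 5.78. Of the 7 genes called with all libraries, the fit with at least 10 counts in every library called none. By the filter's construction 4 of the 7, CHI3L2 and S100A8 among them, were not tested in it, having under 10 counts in a CON library, while LCN2 was tested and had an adjusted p of 0.0578. Leaving out each library in turn gave between 0 and 512 higher and between 0 and 470 lower genes. Removing CON replicate 1, 2 or 3 left 0 and 0, removing LPS replicate 1 left 1 and 0, removing LPS replicate 3 gave 39 and 19, and removing LPS replicate 2 gave 512 and 470. The likelihood ratio test gave 203 and 152. DESeq2 gave 91 and 30, 142 and 40, and 181 and 60 without CON replicates 1, 2 and 3, and 126 and 50, 788 and 748, and 170 and 143 without LPS replicates 1, 2 and 3. Among the leave-one-out fits of either tool, the count was highest without LPS replicate 2. Beyond the prior degrees of freedom, the cause of these changes was not tested.

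The replicate numbers were also fitted as a block. The correlations of same-numbered libraries' deviations from their group means were -0.24, 0.22 and 0.03, and nothing in the paper pairs the piglets, so the libraries share only a number. The replicate block gave 42 higher and 9 lower genes, an adjusted p of 0.00348 for the immune and inflammatory response list, 1 called gene among those the paper names, and a log2 fold change of -0.17 for MAT2A.

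With all libraries only 3 genes with a symbol were called higher and 0 lower, which left Fisher's exact test little room to show enrichment. Other settings with few calls share this limit. For the lists, the adjusted p of Fisher's exact test was 1 with all libraries for the TNF, Toll-like, NOD-like and hepatic metabolism lists and 0.0846 for the immune list. Without a filter on low counts it was 6.15e-10, 7.75e-06 and 0.00117 for the TNF, Toll-like and NOD-like lists, 3.80e-21 for the immune list and 3.36e-09 for the hepatic list. DESeq2 brought the immune list to 1.22e-05 and the hepatic list to 0.000178. Camera gave 0.000745 for TNF, 0.0128 for Toll-like, 1.85e-05 for immune and 2.33e-11 for hepatic. Leaving out each library in turn gave ranges of 1.27e-05 to 1 for TNF, 0.000877 to 1 for Toll-like, 0.00335 to 1 for NOD-like, and 1.03e-12 to 1 for both the immune and the hepatic list. All 5 lists passed the threshold without LPS replicate 2, and the hepatic list also without LPS replicate 3 (0.000274). With all 6 libraries no list passed under fry, RLE factors, total counts or limma-voom. Without LPS replicate 2 fry gave 0.00260 for the hepatic list, and the other 4 lists did not pass under it.

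Of the 39 tested genes named by the paper, 0 were called by edgeR with all libraries and the filter, 10 without a filter, 5 by DESeq2, 0 to 12 by edgeR when leaving out each library in turn, and 1 to 21 by DESeq2 when doing so, the most without LPS replicate 2 with either tool. Over 541 gene values under alternatives, for 42 named genes, 471 kept their direction and side of the threshold, 28 became called, 16 lost their call and 26 changed direction. The changes of direction came from 10 genes, none of them called by edgeR with all 6 libraries and the filter on low counts. Of these, TNFAIP3 was called without the filter, and NFKBIA and TNFAIP3 by DESeq2 without LPS replicate 2. Scaling to total counts turned NOS2 to -0.13, YTHDC1 to -0.026, YTHDF3 to -0.091, HIF1A to -0.096 and MAT2A to -0.25. MAT2A was -0.0056 without a filter, -0.020 with at least 10 counts in every library and -0.14 under limma-voom. When each library was left out in turn, the log2 fold change ranged from -0.013 to 1.53 for NFKBIA, -0.18 to 1.82 for TNFAIP3, -0.063 to 1.24 for IKBKB, -0.064 to 1.02 for IL10, -0.23 to 0.50 for NOS2, -0.42 to 0.40 for METTL14, -0.089 to 0.32 for YTHDC1, -0.17 to 0.27 for YTHDF3, -0.48 to 0.55 for HIF1A and -0.77 to 0.31 for MAT2A. The negative values of NFKBIA, TNFAIP3, IKBKB and IL10 came without LPS replicate 3. The cause was not tested.

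Scaling to total counts moved the median log2 fold change of all tested genes from 0.01 to -0.12, and values under that setting are to be read against this shift. Depth limits genes with few counts. IL12A and IL12B had at most 3 counts in a library and IL4 had 0 in each, so differences in them were not detectable at this depth.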

Differences from the paper's values

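The paper reports 730 upregulated genes (the paper's value), and edgeR's quasi-likelihood test on all 6 libraries called 7. The paper reports 690 downregulated genes (the paper's value), against 0 here. At an unadjusted p below 0.05 edgeR gave 790 higher and 809 lower genes, and DESeq2 called 276 and 144 at the adjusted threshold. Of the alternatives set before the data were examined, edgeR without LPS replicate 2 came within 1.5 times of both numbers, with 512 and 470. The edgeR fit with no filter on low counts came within 1.5 times of the first only, with 536 and 349. RLE factors, total counts, at least 10 counts in every library, DESeq2, limma-voom, the replicate block, the other leave-one-out fits, no fold threshold and a 2-fold threshold did not come within 1.5 times of either. DESeq2 without LPS replicate 2, chosen after the values were seen, called 788 and 748, and dropped 0 of the 14 tested genes that Figure 5A lists as upregulated. The paper's text does not say which RNA-seq libraries it used and gives no test specific to RNA-seq, so no setting here is taken as its method.

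Figure 5A lists 15 upregulated genes. Of these, 14 were tested and all 14 had a log2 fold change above 0, but edgeR with the filter on low counts and all 6 libraries called none. The settings that called some of them were edgeR without LPS replicate 2 (9 of 14), no filter on low counts (7) and DESeq2 (4), apart from the fit with a block. The settings chosen after the values were seen called 3 with edgeR's likelihood ratio test, and 14 with DESeq2 without LPS replicate 2. With the other libraries left out, DESeq2 called between 1 and 3. NOD1, which the paper gives as upregulated, was past the threshold only in DESeq2 without LPS replicate 2 (log2 fold change 1.28, adjusted p = 0.0445) among the settings run.

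The paper states that the TNF, Toll-like receptor and NOD-like receptor signaling pathways were enriched among upregulated genes, and that immune and inflammatory terms were enriched. In edgeR with the filter on low counts and all 6 libraries, only 3 called genes had a symbol. This left Fisher's exact test little room to show enrichment. With lists from general knowledge in place of the paper's databases, none of these lists passed the threshold in that test on those calls. All did without LPS replicate 2 and without a filter on low counts. The immune list also did under DESeq2 and camera, and the TNF and Toll-like lists under camera.

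Several directions that the paper gives from RT-qPCR were compared with the input RNA-seq of 15 tested genes, 11 of which had the paper's direction. The paper gives IL10 mRNA as lower in the LPS group, but the IL-10 protein as higher in plasma and liver by ELISA. The log2 fold change of IL10 here was 0.43 (standard error 0.58), and -0.06 without LPS replicate 3. NFKBIA, lower in the paper, was 1.12 here (standard error 0.60). It was -0.01 without LPS replicate 3 and 1.53 without LPS replicate 2 (edgeR adjusted p = 0.0811), and DESeq2 without LPS replicate 2, chosen after the values were seen, called it higher (1.56, adjusted p = 0.0217). CD86, higher in the paper, was -0.89 here (standard error 0.47), and FTO, higher in the paper, was -0.33 (standard error 0.32). None of these 4 was past the adjusted threshold in edgeR or DESeq2 with all 6 libraries. CD40, which the paper's discussion also gives as higher, had a log2 fold change of 2.06 here (standard error 0.73, edgeR adjusted p = 0.307), from 0.88 without LPS replicate 3 to 2.57 without LPS replicate 2. It was called by DESeq2 (adjusted p = 0.0448), and by edgeR without a filter on low counts and without LPS replicate 2. NOD1, RIPK2, RELA, METTL3, ALKBH5, YTHDF1, YTHDF2, HIF1A, MAT2A and NOS2 were above 0 and MRC1 below 0, as in the paper, but HIF1A, MAT2A and NOS2 fell below 0 without LPS replicate 3, and under total counts, where the median of all tested genes was -0.12.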

Other observations

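The tests of explanations in this part were chosen only after the result was seen, as was the count of splits for DESeq2, and the other counts of splits were not.

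LPS replicate 2 lay nearer to the CON libraries than to LPS replicates 1 and 3, and leaving it out moved the called genes from 7 higher and 0 lower to 512 and 470. Leaving out LPS replicate 3 gave 39 and 19, LPS replicate 1 gave 1 and 0, and each CON library 0 and 0. A swap with a CON library needs a CON library out of place, but each CON library correlated more with the other CON libraries than with LPS replicates 1 and 3, by at least 0.0652. Depth was also argued against, since with all libraries thinned to 4348478 counts LPS replicate 2 still correlated 0.0655 more with the CON libraries. An unchallenged liver under an LPS label stays open. Among genes raised at least 4-fold in LPS replicates 1 and 3 over 2 CON libraries, LPS replicate 2 exceeded the CON library left out by a median log2 difference of 1.30, 1.03 and 0.36 with CON replicates 1, 2 and 3 left out. The smallest value is below the 0.76 by which CON replicate 3 itself exceeded the other CON libraries in its gene set. When LPS replicate 1 or 3 was the library left out, the smallest such difference was 3.57 and 3.66. On the other side, the 7 called genes, which were selected with this library among the 6, were higher in it than in every CON library, with 4683 CPM for ENSSSCG00000037358 against at most 406. The neutrophil list stood at 1.33 in LPS replicate 2, above the 0.47 of the highest CON library, and the hepatic metabolism list at -0.37, below the -0.09 of the lowest. Carry-over of RNA or reads from another LPS library into an unchallenged liver stays open too. Of 67 raised genes with at least 5 CPM, 1.49% reached the lower of LPS replicates 1 and 3 in LPS replicate 2, 34.3% lay at or below the highest CON library, and the median gene reached 8.97% of the difference between CON and the other LPS libraries. Simulating 1 constant share with the estimated spread gave a mean of 19.0 genes at or below the CON level, where 23 were seen. These raised genes could therefore not exclude carry-over. The simulation did not cover genes lower in the LPS group, and the share was not set against the -0.37 of the hepatic metabolism list. A weaker response of this piglet to LPS was not tested, as no other measurement of it was analysed here. The 3 explanations cannot be told apart with 1 library.

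The hepatic fatty acid, peroxisome and bile acid metabolism list was lower in the LPS group, in 59 of 70 tested genes, with a median log2 fold change of -0.74. Its level relative to the CON mean was -1.19 in LPS replicate 1 and -0.37 in LPS replicate 2, with LPS replicate 3 between them, and lay between -0.09 and 0.09 in the CON libraries. At an unadjusted p below 0.05 edgeR gave 28 lower and 3 higher members. With all 6 libraries edgeR called no member with the filter on low counts, and DESeq2 called 6 of 71 lower (Fisher's exact test, adjusted p = 0.000178). Camera gave an adjusted p of 2.33e-11 and fry 0.125. Without LPS replicate 2, Fisher's exact test gave an adjusted p of 1.03e-12, with 20 of 71 members called lower, and fry 0.00260. Without LPS replicate 3 Fisher's exact test gave 0.000274. CYP7A1, singled out after its values were seen, had 16.4, 21.2 and 16.0 CPM in the CON replicates and 0.436, 2.29 and 0.273 in the LPS replicates, a log2 fold change of -4.25 (standard error 0.68, edgeR adjusted p = 0.0668). Scaling is argued against as the whole cause, since the median was -0.73 or lower relative to all genes under TMM, RLE and total counts. So is gene length, with a median of -0.79 after a loess fit on gene length was subtracted. If LPS left marker expression per cell unchanged, a lower share of hepatocytes as the whole cause would raise the markers of every other cell type alike. These markers moved apart. That condition was not tested, so a lower share is argued against only under it. The highest median among the Kupffer cell, T or NK cell, B cell and endothelial cell lists was -0.32, and the Kupffer cell list stood at -1.04, -0.23 and -0.51 in the LPS libraries, below the -0.10 of the lowest CON library. The cholangiocyte or stellate cell list went the other way, with a median of 0.21, and the hepatocyte list had -0.06, with members in both directions, so other changes in cell content stay open. A lower expression of these genes in hepatocytes after LPS is a hypothesis consistent with these values, found and tested on the same data.

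The other marker lists, with medians of the log2 fold change, were Kupffer cell or macrophage at -0.51 (1 of 14 genes higher), T or NK cell at -0.32 (2 of 13), B or plasma cell at -0.50 (1 of 8), endothelial cell at -0.46 (2 of 10), hepatocyte at -0.06 (8 of 21), cholangiocyte or stellate cell at 0.21 (7 of 11) and red blood cell or platelet at 1.19 (4 of 4). None passed the adjusted threshold under fry, whose adjusted p for these lists were 0.178, 0.437, 0.437, 0.178, 0.614, 0.437 and 0.211. Camera, with its preset correlation, put the Kupffer cell or macrophage list past the threshold as lower (adjusted p = 0.000914) and the red blood cell or platelet list as higher (adjusted p = 0.00809), and none of the other 5. The paper reports more F4/80-positive cells in LPS livers. The gene of F4/80, ADGRE1, is not paired with an identifier here, and the macrophage list was not higher.

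With 3 libraries per group there are 10 splits of the 6 libraries, so the share of splits cannot fall below 0.1 whatever the data. These counts therefore cannot exclude chance, and they do not bear on the tests of single genes. For the 7 higher genes of edgeR, 1 of 10 splits, the real one, gave as many calls in either direction. For the 0 lower genes 10 of 10 did by construction, which tests nothing. For the DESeq2 calls, 420 in both directions together, 1 of 10 splits reached that number, and the next split, which places LPS replicate 2 with CON replicates 1 and 2, gave 239. The camera p-values of the inflammatory lists were reached by many splits, 6 of 10 for TNF signaling, 5 of 10 for Toll-like receptor signaling, 8 of 10 for NOD-like receptor signaling and 7 of 10 for the immune and inflammatory response. For the hepatic metabolism list 1 of 10 splits, the real one, reached it. These camera counts took p-values in either direction. Every other split still sets more LPS libraries on one side than on the other, so it keeps part of any treatment difference. A camera p this small for the inflammatory lists therefore does not single out the real grouping. Nor do the counts show that it arises without an effect of LPS.

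The paper gives RT-qPCR of m6A enzymes and readers, but lists no primers for WTAP, YTHDC1 and YTHDC2, which it names in its introduction. In the input RNA-seq none of the enzymes and readers given here was past the adjusted threshold in edgeR or DESeq2 with all 6 libraries. Of the other settings run, DESeq2 without LPS replicate 2 called WTAP higher (log2 fold change 1.15, adjusted p = 0.0379). The log2 fold change was 0.50 (standard error 0.40) for METTL3, -0.09 (standard error 0.45) for METTL14, 0.80 (standard error 0.40) for WTAP, 0.67 (standard error 0.38) for ALKBH5, 0.56 (standard error 0.35) for YTHDF1 and 0.36 (standard error 0.31) for YTHDF2. It was -0.66 for YTHDC2, and 0.16 for YTHDC1 and 0.09 for YTHDF3, which both fell below 0 without LPS replicate 3, and under total counts, where the median of all tested genes was -0.12. METTL14 turned to 0.40 at most when each library was left out in turn. HIF1A had 17.8 ± 7.7 CPM in the CON group and 20.0 ± 12.9 in the LPS group, and MAT2A had 34.1 ± 9.9 and 34.4 ± 25.2 (mean ± SD, n = 3), so neither difference exceeded the spread between replicates, and both fell below 0 without LPS replicate 3. Under total counts MAT2A was at -0.25 and HIF1A at -0.10, the latter above the median of all tested genes. The macrophage marker MRC1, which encodes CD206, had 43.8 ± 5.3 and 18.5 ± 9.7 CPM (mean ± SD, n = 3), a log2 fold change of -1.25 (standard error 0.39, edgeR adjusted p = 0.253), and was lower in 3 of 3 LPS libraries than in each CON library. It was called lower by edgeR without the filter on low counts (adjusted p = 0.0365), by edgeR without LPS replicate 2 (-1.75, adjusted p = 0.0157) and by DESeq2 without LPS replicate 2 (-1.71, adjusted p = 0.000410), and not in the other settings run. IL6 had 2, 0 and 1 counts in the CON replicates and 2, 4 and 50 in the LPS replicates. GAPDH, the reference gene of the paper's RT-qPCR, had between 2 and 9 counts per library on the identifier paired with its symbol, too few to use, and why was not tested.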
